# Striatal Transcriptome and Interactome Analysis of *Shank3*-overexpressing Mice Reveals the Connectivity between Shank3 and mTORC1 Signaling

**DOI:** 10.3389/fnmol.2017.00201

**Published:** 2017-06-28

**Authors:** Yeunkum Lee, Sun Gyun Kim, Bokyoung Lee, Yinhua Zhang, Yoonhee Kim, Shinhyun Kim, Eunjoon Kim, Hyojin Kang, Kihoon Han

**Keywords:** *Shank3*, mTORC1, striatum, mania, Rhes

## Abstract

Mania causes symptoms of hyperactivity, impulsivity, elevated mood, reduced anxiety and decreased need for sleep, which suggests that the dysfunction of the striatum, a critical component of the brain motor and reward system, can be causally associated with mania. However, detailed molecular pathophysiology underlying the striatal dysfunction in mania remains largely unknown. In this study, we aimed to identify the molecular pathways showing alterations in the striatum of SH3 and multiple ankyrin repeat domains 3 (Shank3)-overexpressing transgenic (TG) mice that display manic-like behaviors. The results of transcriptome analysis suggested that mammalian target of rapamycin complex 1 (mTORC1) signaling may be the primary molecular signature altered in the *Shank3* TG striatum. Indeed, we found that striatal mTORC1 activity, as measured by mTOR S2448 phosphorylation, was significantly decreased in the *Shank3* TG mice compared to wild-type (WT) mice. To elucidate the potential underlying mechanism, we re-analyzed previously reported protein interactomes, and detected a high connectivity between Shank3 and several upstream regulators of mTORC1, such as tuberous sclerosis 1 (TSC1), TSC2 and Ras homolog enriched in striatum (Rhes), via 94 common interactors that we denominated “Shank3-mTORC1 interactome”. We noticed that, among the 94 common interactors, 11 proteins were related to actin filaments, the level of which was increased in the dorsal striatum of *Shank3* TG mice. Furthermore, we could co-immunoprecipitate Shank3, Rhes and Wiskott-Aldrich syndrome protein family verprolin-homologous protein 1 (WAVE1) proteins from the striatal lysate of *Shank3* TG mice. By comparing with the gene sets of psychiatric disorders, we also observed that the 94 proteins of Shank3-mTORC1 interactome were significantly associated with bipolar disorder (BD). Altogether, our results suggest a protein interaction-mediated connectivity between Shank3 and certain upstream regulators of mTORC1 that might contribute to the abnormal striatal mTORC1 activity and to the manic-like behaviors of *Shank3* TG mice.

## Introduction

Bipolar disorder (BD), characterized by recurrent mood swings between depression and mania, is a highly heritable and chronic mental illness that affects approximately 2.5% of the population worldwide (Merikangas et al., 2011). Manic episodes are the defining feature of BD, and manic symptoms include hyperactivity, impulsivity, elevated mood, reduced anxiety and decreased need for sleep (Grande et al., 2016). These core symptoms suggest that a dysfunction of the striatum, the key component of the brain motor and reward systems, may be involved in the pathogenesis of manic disorder. This hypothesis is supported by structural and functional abnormalities observed in the striatum of the patients with BD (Strakowski et al., 1999; Blumberg et al., 2003; Wessa et al., 2007). However, the detailed molecular pathophysiology underlying striatal dysfunction in mania remains largely unknown.

The mammalian target of rapamycin (mTOR) pathway integrates various external signals and controls diverse cellular processes including translation, apoptosis, autophagy and energy metabolism (Laplante and Sabatini, 2012). The serine/threonine kinase mTOR forms two protein complexes, mTOR complex 1 (mTORC1) and mTORC2, which have different subunit compositions and cellular functions. The heterodimeric complex of tuberous sclerosis 1 (TSC1) and TSC2 is a critical upstream regulator of mTORC1 that functions as a guanosine triphosphatase (GTPase)-activating protein (GAP) for the small GTPase Ras homolog enriched in brain (Rheb; Huang and Manning, 2008). As the active (GTP-bound) form of Rheb directly binds and activates mTORC1, TSC1/TSC2 complex is a negative regulator of mTORC1 pathway. In the striatum, Ras homolog enriched in striatum (Rhes, encoded by *Rasd2* gene), a small GTPase highly enriched in the striatal medium spiny neurons (MSNs), has roles similar to Rheb in directly binding and activating mTORC1 in a GTP-dependent manner (Subramaniam et al., 2011). The activity of Rhes is regulated by Ras guanyl releasing protein 1 (RasGRP1), a guanine nucleotide exchange factor (GEF), in the striatum (Shahani et al., 2016).

In the brain, the mTOR pathway is involved in various aspects of neuronal development and function including dendrite formation, axonal elongation and synapse formation and plasticity (Hoeffer and Klann, 2010; Takei and Nawa, 2014). This pathway has critical roles in normal brain function, as abnormalities in the expression and/or activity of its upstream and downstream components have been identified in numerous neurodevelopmental and neuropsychiatric disorders, including autism spectrum disorders (ASDs), drug addiction, intellectual disability (ID), major depressive disorder (MDD), and schizophrenia (SCZ; Costa-Mattioli and Monteggia, 2013). Specifically, it has been shown that mTORC1 pathway is compromised in the prefrontal cortex of patients with MDD (Jernigan et al., 2011). Furthermore, the therapeutic efficacy of a fast-acting antidepressant ketamine is dependent on the activation of mTORC1 pathway that increases the synthesis of excitatory synaptic proteins (such as PSD-95 and glutamate receptors) and the number of dendritic spines in the prefrontal cortex (Li et al., 2010; Abdallah et al., 2015). However, potential alterations of the mTOR pathway in the striatum of the patients with mania have been scarcely investigated.

Several pharmacological and genetic rodent models of mania have been generated and characterized, and these, even with some limitations, have provided important insights towards understanding the pathogenic mechanisms in mania (Chen G. et al., 2010; Kato et al., 2016; Logan and McClung, 2016). We recently reported that *EGFP-Shank3* (SH3 and multiple ankyrin repeat domains 3)-overexpressing transgenic (TG) mice display manic-like behaviors at the adult stage (8 to 12-week-old), such as locomotor hyperactivity, hypersensitivity to amphetamine, increased acoustic startle response, reduced prepulse inhibition and abnormal circadian rhythms. Although some of the behavioral abnormalities of *Shank3* TG mice could also be observed in mice modeling other disorders such as ASDs and SCZ, the *Shank3* TG mice responded to valproic acid, a Food and Drug Administration (FDA)-approved drug for the treatment of manic or mixed episodes in BD (Han et al., 2013b). The *Shank3* TG mice mildly overexpress Shank3 proteins (by approximately 50%) compared to wild-type (WT) mice, and thus, could potentially model human patients with *SHANK3* gene duplications who usually have an additional copy of *SHANK3* gene. Indeed, we could also identify several patients with *SHANK3* gene duplications who were diagnosed with mania-like hyperkinetic disorders (Han et al., 2013b). These results altogether support the construct, face and predictive validity (Nestler and Hyman, 2010) of *Shank3* TG mice to model human mania. However, importantly, it needs to be validated whether the *SHANK3* duplication patients with mania-like hyperkinetic disorders indeed express higher Shank3 protein levels. It is also notable that *SHANK3* duplications have been identified in patients with some other disorders including Asperger’s syndrome, SCZ, and attention deficit hyperactivity disorder (ADHD; Durand et al., 2007; Failla et al., 2007; Moessner et al., 2007). In addition to the behavioral phenotypes, we also showed abnormalities of synaptic actin cytoskeleton and dendritic spines in the hippocampus of *Shank3* TG mice (Han et al., 2013b). Nevertheless, the hippocampus might not be the primary brain region mediating manic-like behaviors of *Shank3* TG mice, especially considering that Shank3 is enriched in the striatum compared to other brain regions (Peça et al., 2011; Monteiro and Feng, 2017). Moreover, the identity of downstream signaling pathways that may be affected by altered synaptic actin cytoskeleton in *Shank3* TG mice remains uninvestigated.

*SHANK3* (also called *ProSAP2* for proline-rich synapse-associated protein 2) gene encodes a core scaffold protein organizing the macromolecular protein complex of the neuronal excitatory postsynapse (Sheng and Kim, 2000; Dosemeci et al., 2016). In addition to duplications, deletions and various point mutations of *SHANK3* gene have been causally associated with ASDs, ID and SCZ (Durand et al., 2007; Gauthier et al., 2010; Grabrucker et al., 2011; Jiang and Ehlers, 2013; Guilmatre et al., 2014; Leblond et al., 2014; Choi et al., 2015; Monteiro and Feng, 2017). Notably, several studies investigating *Shank3* knock-out (KO) mice and *Shank3* knock-down in neurons revealed that the loss of Shank3 expression results in changes of specific signaling pathways such as metabotropic glutamate receptor 5 (mGluR5) signaling (Verpelli et al., 2011; Wang et al., 2016; Vicidomini et al., 2017), and protein kinase B (PKB/Akt)-mTOR signaling (Bidinosti et al., 2016). Moreover, pharmacological treatments (mGluR5 modulators, insulin-like growth factor 1 (IGF1), or Cdc2-like kinase 2 (CLK2) inhibitor) targeting these pathways recued both synaptic and behavioral abnormalities caused by the loss of Shank3 expression (Bozdagi et al., 2013; Shcheglovitov et al., 2013; Bidinosti et al., 2016; Wang et al., 2016; Vicidomini et al., 2017). Therefore, it is conceivable that such signaling pathways might also be altered especially in the striatum of *Shank3* TG mice, which could potentially provide an insight into the molecular pathophysiology underlying the striatal dysfunction in manic-like behaviors.

To address this issue, in this study, we performed a transcriptome (RNA sequencing) analysis on the striatal tissue of adult WT and *Shank3* TG mice, the results of which suggested mTORC1 signaling as the primary molecular signature affected by *Shank3* overexpression. Based on the transcriptome analysis, we examined mTORC1 activity in the striatum of *Shank3* TG mice and found that it was decreased compared to that in WT mice. To understand the potential underlying mechanisms, we re-analyzed the previously reported protein interactome data, which revealed that 94 interactors were shared between Shank3 and upstream regulators of mTORC1 (TSC1, TSC2 and Rhes). Moreover, we found that several of the 94 common interactors were involved in regulating actin filaments (F-actin), the amount of which was increased in the dorsal striatum of *Shank3* TG mice. By performing a comparison with the disease-associated gene sets, we found that these 94 common interactors were significantly associated with BD and SCZ, but not ASDs. Altogether, our results suggest a protein interaction-mediated connectivity between Shank3 and certain upstream regulators of mTORC1 that might contribute to the abnormal striatal mTORC1 activity and, at least in part, to the manic-like behaviors of *Shank3* TG mice.

## Materials and Methods

### Mice

The enhanced green fluorescent protein (EGFP)-*Shank3* TG mice used in this study have been described previously (Han et al., 2013b; Lee B. et al., 2017; Lee Y. et al., 2017). The WT and *Shank3* TG mice were bred and maintained on a C57BL/6J background according to the Korea University College of Medicine Research Requirements, and all procedures were approved by the Committees on Animal Research at Korea University College of Medicine (KOREA-2016-0096). The mice were fed *ad libitum* and housed under a 12-h light-dark cycle.

### RNA Sequencing and Analysis

The mice (12-week-old male WT and *Shank3* TG, three mice per genotype) were deeply anesthetized with isoflurane and decapitated. The striatum was dissected from each brain using a brain matrix, immediately placed in RNAlater solution (Ambion), and stored at 4°C overnight. RNA extraction, library preparation, cluster generation, and sequencing were performed by Macrogen Inc. (Seoul, Korea). RNA samples for sequencing were prepared using a TruSeq RNA Sample Prep Kit v2 (Illumina) according to the manufacturer’s instructions. An Illumina’s HiSeq 2000 was used for sequencing to generate 101-bp paired-end reads (Supplementary Table S1). Raw data were submitted to the Gene Expression Omnibus (GEO) repository with accession GSE97544.

Pre-processing of raw reads was carried out using Trimmomatic (Bolger et al., 2014) (version 0.35, options: LEADING:3 TRAILING:3 MAXINFO:80:0.4 MINLEN:36), and the trimmed reads were mapped to the *Mus musculus* genome (GRCm38) using TopHat2 (Kim D. et al., 2013; version 2.1.0, default options). The gene-level read counts were calculated from the aligned reads using HTSeq Python package (Anders et al., 2015). Differential gene expression analysis was performed using DEseq2 package in R/Bioconductor (Love et al., 2014). Normalized read counts were computed by dividing the raw read counts by size factors and fitted to a negative binomial distribution. The *P* values were first corrected by applying an empirical estimation of the null distribution using the R fdrtool (v.1.2.15) package and then adjusted for multiple testing with the Benjamini–Hochberg correction. Genes with an adjusted *P* value of less than 0.05 were considered as differentially expressed.

Gene Set Enrichment Analysis (GSEA^1^; Subramanian et al., 2005) was used to determine whether a *priori*-defined gene sets would show statistically significant differences in expression between *Shank3* TG and WT mice. Enrichment analysis was performed using GSEAPreranked (gsea2-2.2.2.jar) module on gene set collections H (Hallmark gene sets; 50 gene sets) downloaded from Molecular Signature Database (MSigDB) v5.1^2^. Additionally, GSEA analysis was performed by using the sets of genes associated with psychiatric disease from the Psychiatric disorders Gene association NETwork (PsyGeNET) database (last update: Sept., 2016; Gutierrez-Sacristan et al., 2015). GSEAPreranked was applied using the list of all genes expressed, ranked by the fold change and multiplied by the inverse of the *P* value with recommended default settings (1000 permutations and a classic scoring scheme). The False Discovery Rate (FDR) was estimated to control the false positive finding of a given Normalized Enrichment Score (NES) by comparing the tails of the observed and null distributions derived from 1000 gene set permutations. The gene sets with an FDR of less than 0.05 were considered as significantly enriched.

### Construction of Interactome Network

To build an interaction network, the sets of Shank3 (Han et al., 2013b), TSC1/TSC2 (Sakai et al., 2011) and Rhes (Shahani et al., 2016) interactomes were adopted. The network graphics were generated using Cytoscape (Shannon et al., 2003). To simplify the network, orphan nodes, defined as the nodes connecting with only one of the hub proteins (Shank3, TSC1/TSC2 and Rhes), were excluded from the graphics.

### Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) Pathway Analysis

The Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analyses were performed using DAVID software (version 6.8; Huang Da et al., 2009). The set of 94 genes from Shank3-mTORC1 interactome was tested against a customized background of the entire mouse genome. Mouse gene names were converted to human homologs using the Mouse Genome Informatics (MGI) database^3^.

### Disease Association Analysis

Gene-disease association data were retrieved from the PsyGeNET (Gutierrez-Sacristan et al., 2015) and Disease gene association NETwork (DisGeNET) databases (Piñero et al., 2015; last update: Sept., 2016). PsyGeNET database contains information relevant to psychiatric diseases and their associated genes integrated from the DisGeNET (Piñero et al., 2017) database, and data extracted from the literature by text mining, and further curated by the experts in the domain. Additionally, the genes associated with the risk for ASD were obtained from the Simons Foundation Autism Research Initiative (SFARI) database (syndromic and category 3 or above^4^). The enrichment of disease-associated genes was tested using the hypergeometric distribution test. Hypergeometric *P* values were calculated using the phyper (q: overlapped genes-1, m: Shank3-mTORC1 interactome, n: protein-coding genes in The HUGO Gene Nomenclature Committee (HGNC)—m, k: disease associated genes) function in R package, and were adjusted for multiple testing with the Benjamini and Hochberg test, as implemented in the Bioconductor’s *q* value package. Diseases with adjusted *P* values of less than 0.05 were considered as statistically significantly enriched.

### RNA Purification and qRT-PCR

Real-time quantitative reverse transcription PCR (qRT-PCR) was performed as described previously (Han et al., 2013a; Kim et al., 2016; Lee B. et al., 2017). Briefly, total RNA was extracted from the striatum of 12-week-old mice using a miRNeasy minikit (Qiagen) according to the manufacturer’s instructions. Two micrograms of total RNA were used for cDNA synthesis using iScript^TM^ cDNA Synthesis Kit (Bio-Rad). Target mRNAs were detected and quantified by a real-time PCR instrument (CFX96 Touch, Bio-Rad) using SYBR Green master mix (Bio-Rad). The results were analyzed using the comparative Ct method normalized against the housekeeping gene *Gapdh*. The primer sequences for real-time PCR are as follows:

Mouse *Shank3* forward 5′ TGGTTGGCAAGAGATCCAT 3′,
   reverse 5′ TTGGCCCCATAGAACAAAAG 3′
Mouse *Gpr85* forward 5′ ATGCAGCCGACAACATTTTGC 3′,
   reverse 5′ CAGGTGGAGCCATTTTTGACA 3′
Mouse *Clic6* forward 5′ CTCTGGGTTAGACTCTCAGGG 3′,
   reverse 5′ GGTGCCTCTGTGTCCATGTT 3′
Mouse *Plk5* forward 5′ CGGCACCCTTGTCAGAGATG 3′,
   reverse 5′ TGGGGGAAAGGCAAACACAG 3′
Mouse *Gapdh* forward 5′ GGCATTGCTCTCAATGACAA 3′,
   reverse 5′ CCCTGTTGCTGTAGCCGTAT 3′

### Biochemistry and Antibodies for Western Blotting

Whole lysates of the mouse brain were prepared as described previously (Han et al., 2009, 2015). Briefly, the striatum and hippocampus of 12-week-old mice were homogenized in RIPA buffer (50 mM Tris-HCl pH 8.0, 150 mM NaCl, 0.1% SDS, 1% Triton X-100, 0.5% sodium deoxycholate) with freshly added protease and phosphatase inhibitors (Roche). Protein concentration was measured using Bradford Protein Assay (Bio-Rad). Brain lysates were heated in 1x NuPAGE LDS sample buffer (Invitrogen) containing a 1x NuPAGE reducing agent (Invitrogen). From each sample, 10~20 μg of proteins were loaded for Western blotting. Immunoprecipitation (IP) was performed as described previously (Han et al., 2013b; Lee Y. et al., 2017). The GFP-Trap beads (ChromoTek) were used to pull down EGFP-Shank3 proteins and their interactors. The antibodies used for Western blotting were Gapdh (Cell Signaling, #2118), GFP (NeuroMAb, #75-131), Homer1b/c (Santa Cruz, sc-20807), Rhes (Millipore, ABN31), Shank3 (Santa Cruz Biotechnology, sc-30193), phospho-mTOR (S2448, Cell Signaling, #2971), mTOR (Cell Signaling, #2983), and WAVE1 (NeuroMab, 75-048). Western blot images were acquired by ChemiDoc Touch Imaging System (Bio-Rad) and quantified using ImageJ software.

### Immunohistochemistry and Image Analysis

For each immunohistochemistry (IHC) experiment, 5–7 pairs of 12-week-old WT and *Shank3* TG mice from at least three different litters were used. The mice were deeply anesthetized with isoflurane and transcardially perfused with heparinized (20 units/ml) phosphate-buffered saline (PBS) followed by 4% paraformaldehyde (PFA) in PBS. Brains were extracted and post-fixed in 4% PFA overnight. After post-fixation, the brains were washed with PBS and cryoprotected with 30% sucrose in PBS for 48 h. Brains were frozen in O.C.T compound (SAKURA Tissue-Tek, 4583) and sectioned (60 μm) using a cryostat microtome (Leica, CM3050S). For each staining set, two sections were randomly selected from each mouse at a similar anterior posterior level. The following antibodies were used: GFP (Abcam, ab290, 1:500), neuronal nuclei (NeuN; Millipore, MAB377, 1:1000), rhodamine phalloidin (Molecular Probes, R415, 1 unit/200 μl), and Alexa Fluor-conjugated secondary antibodies (Jackson Immunoresearch, 111-585-003 and 115-585-003, 1:500). Confocal microscopy (Zeiss, LSM800) was used to acquire images (10× objective and 0.6× digital zoom) of the striatum (Bregma 0.13–1.7) from coronal sections. Whole regions were obtained by tile scanning and each frame was taken in Z-stacks of 5–10 slices (in total 45–55 μm thickness). Tiled Z-projection images were aligned and converted into a single flattened image using ZEN software from Zeiss. From each tiled image, randomly selected two regions of interests (ROIs) were analyzed for the dorsolateral (DL), dorsomedial (DM), and dorsoventral (DV; ventral part of the dorsal striatum) striatum using ImageJ software. All quantifications were carried out by operators blinded to the genotype.

### Quantification and Statistical Analysis

Values from at least three independent experiments using were used for quantification and statistical analysis. This means that we performed at least three independent technical experiments, and we used different biological samples for each technical experiment. *P* values were calculated by two-tailed unpaired Student’s *t*-test unless otherwise specified, using GraphPad Prism 6 software. All data are presented as mean ± SEM. *P < 0.05; **P < 0.01; ***P < 0.001.

## Results

### Striatal Transcriptome Analysis of *Shank3* TG Mice

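Striatal RNA was sequenced from 3 WT and 3 Shank3 TG mice aged 12 weeks, with 1 library per mouse. As the paper's methods state, the authors trimmed the reads, aligned them with TopHat2 to the mouse genome GRCm38, counted them per gene with HTSeq and divided the counts by the size factors of DESeq2. The deposited values are these normalized read counts for genes listed by Ensembl identifier, of which 29430 had at least 1 read in 1 of the 6 libraries or more. Each library's values were multiples of its smallest value above 0 (100% of values within 0.01 reads of a whole number), so the read counts before normalization could be recovered. The sequencing was paired-end, so a count can stand for a read or for a pair of reads. Between 27689589 and 36647626 counts per mouse fell on genes, with a median of 32342629 in Shank3 TG mice and 32087895 in WT mice. Differences between the groups were tested with limma, with a mean-variance trend, on log2(normalized read count + 1), and the P values were adjusted by the Benjamini-Hochberg method. The test covered the 17605 genes with a mean normalized read count of at least 10 over the 6 libraries. A fold change on this scale understates the change of genes with low counts. Gene positions are those of the GENCODE M21 annotation of GRCm38.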

To identify which signaling pathways were altered in the striatum of *Shank3* TG mice, we performed transcriptome (RNA sequencing, RNA-seq) analysis with the striatal tissue from 12-week-old WT and *Shank3* TG mice. Although most Shank3 proteins function at the excitatory postsynapse, and thus, are less likely to directly regulate broad gene transcription, we reasoned that this unbiased approach might (indirectly) reflect major signaling pathways affected by mild Shank3 overexpression. 

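The log2 fold change between Shank3 TG and WT striatum lay between -0.07 and 0.06 from the lower to the upper quartile of the genes tested and between -0.27 and 0.23 from the 5th to the 95th percentile. The median SD of a gene between mice of the same genotype was 0.11 on the log2 scale. The group means differed by more than 1.2-fold in 1603 genes (9.11%), 686 higher and 917 lower in Shank3 TG mice, and in 1091 of them the difference was larger than the gene's own SD between mice of the same genotype. The count was 9952 without a filter on low counts and 5 under the zero-centred prior of DESeq2, which shrinks fold changes. Genes with low counts made up most of it, since 192 of the 12832 genes with a mean normalized read count of at least 100 differed by more than 1.2-fold. A difference of more than 2-fold was seen in 27 genes, 20 higher and 7 lower, whose median normalized read count was 20.0, against 488 for the genes tested. Without TG replicate 1, some genes of either direction fell under 2-fold, among the higher ones several choroid plexus markers. The split into higher and lower genes thus rests in part on that library. The values of the 3 TG mice did not overlap with those of the 3 WT mice in 1780 genes (10.1%), where chance alone gives 10%. The unadjusted limma P value was under 0.05 in 758 genes (4.31%), 348 higher and 410 lower, where 880.25 would be expected by chance. That count lay on either side of the number expected with 1 mouse left out, from 502 without TG replicate 3 to 1327 without TG replicate 1.

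**Figure D1:**
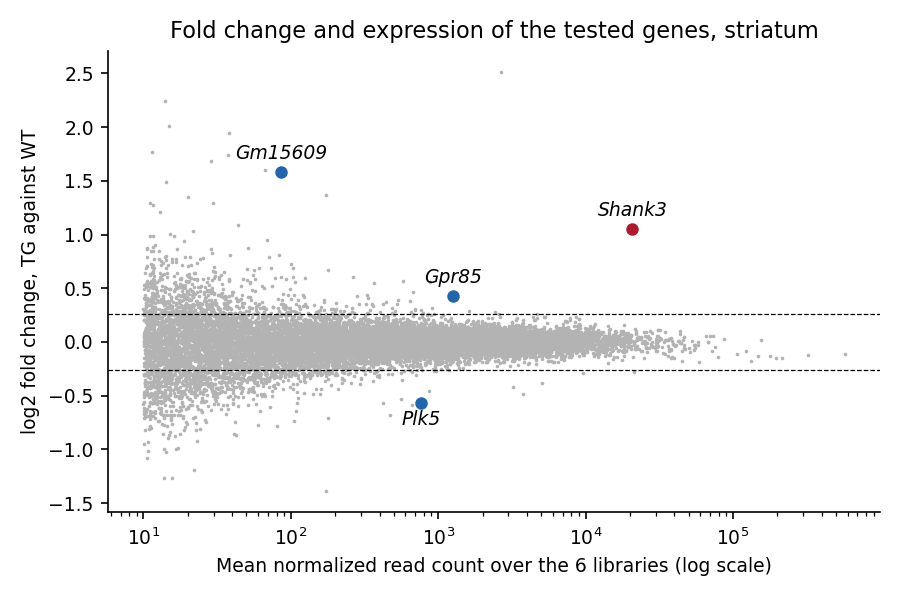
Log2 fold change of each gene tested, Shank3 TG against WT (3 mice each), against the mean normalized read count on a log scale. The spread of the fold changes is widest at low counts, and Shank3 lies at 1.05.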

As expected, the overall changes in gene expression were mild in the striatum of *Shank3* TG mice compared to that of WT mice (Figure 1A and Supplementary Table S2). 

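At an adjusted P value under 0.05, limma called 1 gene, Shank3, as higher and 0 genes as lower in the Shank3 TG striatum, with 410 lower genes at an unadjusted P value under 0.05. On the recovered read counts, edgeR's quasi-likelihood test and limma-voom called the same gene, and DESeq2 called 7 genes, 5 higher and 2 lower. The count moved most, to 494 genes, with a prior on the fold change, an empirical null and no filter on low counts, a setting chosen after the data were seen. Shank3 (ENSMUSG00000022623; chromosome 15, 89499623 to 89560261) had 28081 ± 1934 normalized read counts (SD, n = 3) in TG mice and 13530.2 ± 531 (SD, n = 3) in WT mice. Its log2 fold change was 1.05 (standard error 0.06, adjusted P = 7.04e-05 by limma), and it stayed between 1.01 and 1.10 with each mouse left out in turn. The values do not tell reads of the transgene from those of the endogenous gene. Gpr85 had a log2 fold change of 0.43 (standard error 0.06, adjusted P = 0.0824 by limma and 0.000128 by DESeq2). Clic6 (ENSMUSG00000022949; chromosome 16, 92485736 to 92541243) had a log2 fold change of 0.55 (standard error 0.17, adjusted P = 0.971 by limma and 0.378 by DESeq2). Its normalized read counts were 529, 487 and 311 in TG replicates 1, 2 and 3 and between 284 and 309 in WT mice, and the log2 fold change was 0.41 without TG replicate 1, the library in which other choroid plexus markers were also highest. Plk5 (ENSMUSG00000035486; chromosome 10, 80356459 to 80365489) fell from 912 ± 48.9 (SD, n = 3) to 615 ± 49.6 normalized read counts (SD, n = 3), a log2 fold change of -0.57 (standard error 0.07, adjusted P = 0.0824 by limma and 5.45e-06 by DESeq2), and limma called it without TG replicate 2 (adjusted P = 0.0350). Igfn1 (ENSMUSG00000051985; chromosome 1, 135953578 to 136006342) had a log2 fold change of -0.68 (standard error 0.17, adjusted P = 0.971 by limma and 0.0321 by DESeq2), and between -0.84 and -0.48 with each mouse left out. Id3 (ENSMUSG00000007872; chromosome 4, 136143497 to 136145755) had a log2 fold change of -0.35 (standard error 0.07, adjusted P = 0.971 by limma and 0.405 by DESeq2). In each of these 6 genes the TG values lay outside the range of the WT values (two-sided exact permutation test, P = 0.1, the smallest P value that 3 mice against 3 allow). The 39 genes of Supplementary Table S3 were each tested and changed in the direction the table gives, and 38 of them had no overlap between the groups. Their limma P values passed 0.05 in 39 genes when adjusted over the list alone and in 1 gene when adjusted over all genes tested. Since the study chose the list on these same mice, none of these counts over the list is independent evidence, and the 10% of genes that chance leaves without overlap does not apply to it.

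**Figure D2:**
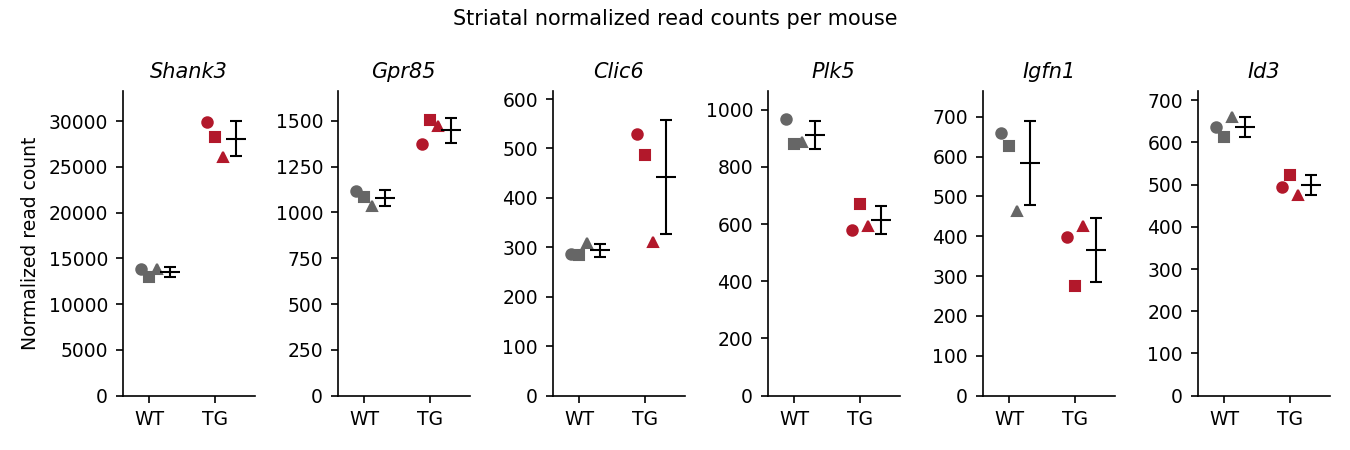
Normalized read counts of 6 genes per mouse in WT (grey) and Shank3 TG (red) striatum, with circles, squares and triangles for replicates 1, 2 and 3 and bars for the mean ± SD (n = 3). Shank3 lies between 26044 and 29891 in TG mice and between 12918 and 13865 in WT mice.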

After applying adjusted *P* values (<0.05, Benjamini–Hochberg correction), we could identify 22 up-regulated and 17 down-regulated genes in the *Shank3* TG striatum (Supplementary Table S3); *Shank3* (1.77 fold), G protein-coupled receptor 85 (*Gpr85*, 1.23 fold), and Chloride intracellular channel 6 (*Clic6*, 1.16 fold) were the top three up-regulated genes, while Polo like kinase 5 (*Plk5*, −1.28 fold), Immunoglobulin-like and fibronectin type III domain containing 1 (*Igfn1*, −1.19 fold), and Inhibitor of DNA binding 3 (*Id3*, −1.16 fold) were the top three down-regulated genes (Figure 1B), some of which were validated by qRT-PCR (Supplementary Table S3 and Supplementary Figure S1).

**Figure 1:**
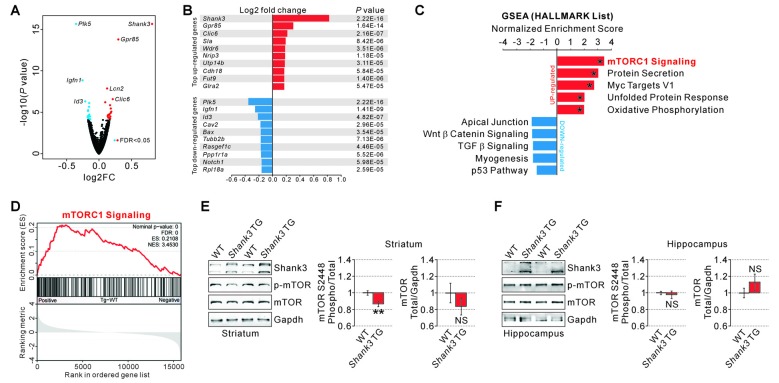
RNA-seq analyses and measurements of mammalian target of rapamycin complex 1 (mTORC1) activity in the SH3 and multiple ankyrin repeat domains 3 (*Shank3*) transgenic (TG) striatum. **(A)** Volcano plot for the striatal RNA-seq analysis of *Shank3* TG mice. Differentially expressed genes (DEGs), defined by false discovery rate (FDR) < 0.05, are shown as blue (down-regulated) and red (up-regulated) circles. FC, fold change. The complete lists of RNA-seq analysis and DEGs are provided in the Supplementary Tables S2, S3. **(B)** List of top 10 up-regulated and down-regulated DEGs (based on the fold changes) from the striatal RNA-seq analysis of *Shank3* TG mice. **(C)** The bar graph shows normalized enrichment scores (NES) of gene set enrichment analysis (GSEA) on the Hallmark gene sets for the striatal RNA-seq analysis of *Shank3* TG mice. Asterisks indicate the gene sets with an FDR of less than 0.05. The complete list that contains the results of GSEA analysis is provided in Supplementary Table S4. **(D)** The enrichment plot of striatal RNA-seq analysis of *Shank3* TG mice on the mTORC1 signaling gene set. The complete list of mTORC1 signaling genes within the *Shank3* TG RNA-seq analysis is provided in Supplementary Table S5. **(E)** Representative Western blot images and quantifications show that mTORC1 activity measured by mTOR S2448 phosphorylation is decreased in the striatum of *Shank3* TG mice. The total mTOR expression level is not significantly different between wild-type (WT) and *Shank3* TG striatum. Data are presented as mean ± SEM (*n* = 10 animals per genotype; **P < 0.01, unpaired two-tailed Student’s *t*-test). **(F)** Normal mTORC1 activity and total mTOR protein levels in the hippocampus of *Shank3* TG mice (*n* = 6 animals per genotype).

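Of the 10 genes that Figure 1B lists as up-regulated, 10 were higher in Shank3 TG mice, and of the 10 that it lists as down-regulated, 10 were lower. The 7 up-regulated genes listed beside Shank3, Gpr85 and Clic6 had log2 fold changes between 0.22 and 0.41, with standard errors between 0.05 and 0.11. Sla (ENSMUSG00000022372) was the highest of the 7, and Fut9 (ENSMUSG00000055373) the lowest. The 7 down-regulated genes listed beside Plk5, Igfn1 and Id3 were led by Cav2 (ENSMUSG00000000058), with a log2 fold change of -0.28 (standard error 0.07). The adjusted P value by limma was 0.971 for each of these genes. In each gene of both lists, which were chosen on these same mice, the values of the TG mice did not overlap with those of the WT mice. Over the whole of Supplementary Table S3, the median size of the log2 fold change was 0.24.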

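Of the mTORC1 signaling genes that Supplementary Table S5 lists, 196 were matched to the files by symbol and tested, and 1 (PNP) was not matched. Their median log2 fold change was 0.04 and their mean 0.02, with quartiles at -0.03 and 0.07, and the median SD of a member between mice of the same genotype was 0.07. In Shank3 TG mice 121 members were higher and 75 lower. Relative to the WT mean, the median member was higher by 0.05 in TG replicate 1, 0.02 in TG replicate 2 and 0.04 in TG replicate 3 on the log2 scale. By limma, 0 members passed an adjusted P value of 0.05 and 14 an unadjusted P value of 0.05, 10 higher and 4 lower. The values of the groups did not overlap in 28 higher and 9 lower members, where chance gives 10%. A difference of more than 1.2-fold was seen in 5 members. The higher members with the smallest limma P values were Sla (log2 fold change 0.41, standard error 0.11), Bcat1 (ENSMUSG00000030268; 0.19, standard error 0.05), Gmps (0.15), Hprt (0.15) and Pik3r3 (0.15). The lower members with the smallest P values were Slc6a6 (-0.16), Scd1 (-0.13), Slc9a3r1 (-0.13), Cxcr4 (-0.52) and Trib3 (-0.47). Each of these 10 had an adjusted P value of 0.971 by limma.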

Next, we performed GSEA to identify biologically meaningful signatures in the *Shank3* TG mice striatal RNA-seq data. We found that several biological pathways including “mTORC1 signaling”, “protein secretion”, “Myc targets V1”, “unfolded protein response (UPR)”, and “oxidative phosphorylation” were represented by the genes up-regulated in *Shank3* TG striatum (Figure 1C and Supplementary Table S4). Among them, “mTORC1 signaling” was the top ranked pathway based on the NES (Figures 1C,D and Supplementary Tables S4, S5). Moreover, protein secretion, UPR, and oxidative phosphorylation are the cellular processes tightly coupled with mTORC1 signaling (Narita et al., 2011; Appenzeller-Herzog and Hall, 2012; Morita et al., 2013), which further supports the hypothesis that mTORC1 signaling may be the primary molecular signature in the RNA-seq analysis of *Shank3* TG striatum. In contrast to the up-regulated genes, the genes down-regulated in *Shank3* TG striatum depicted no significant enrichment in any specific biological pathways (Figure 1C and Supplementary Table S4).

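The genes tested were ranked by the signed -log10 of the limma P value, as in the ranking column of Supplementary Table S5, while the paper's methods describe the fold change times the inverse P value, a ranking not used here. Then the mTORC1 signaling genes of Supplementary Table S5 were scored with the classic scheme of GSEA against 1000 random gene sets of the same size. The enrichment score was 0.209 and the NES 3.37, and 0 of the 502 random sets with a score above 0 reached it (gene set permutation, P = 0.00199, the smallest they can give). This P value takes genes as independent, and it was also under 0.05 in 4 of the 9 other splits of the 6 libraries into 3 and 3. The peak of the running score was reached with 85 members. The paper's reported NES is 3.45298, with 80 core members. Weighted scoring moved the NES most, to 1.89, and leaving out each mouse in turn gave values between 2.44, without TG replicate 1, and 3.75, without TG replicate 2. Of the members, 61.7% were higher in Shank3 TG mice, against 49.1% of the other genes. Camera with a preset correlation of 0.01 between genes gave P = 0.00154. The set was also called by camera with the correlation estimated from the data (P = 0.0101), but not by fry (P = 0.0527) or by camera on the log2 fold changes (P = 0.281). The other Hallmark gene sets were not analysed here. From the rank of the set by NES and from the coupling of protein secretion, UPR and oxidative phosphorylation with mTORC1 signaling, the paper proposes mTORC1 signaling as the primary molecular signature.

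**Figure D3:**
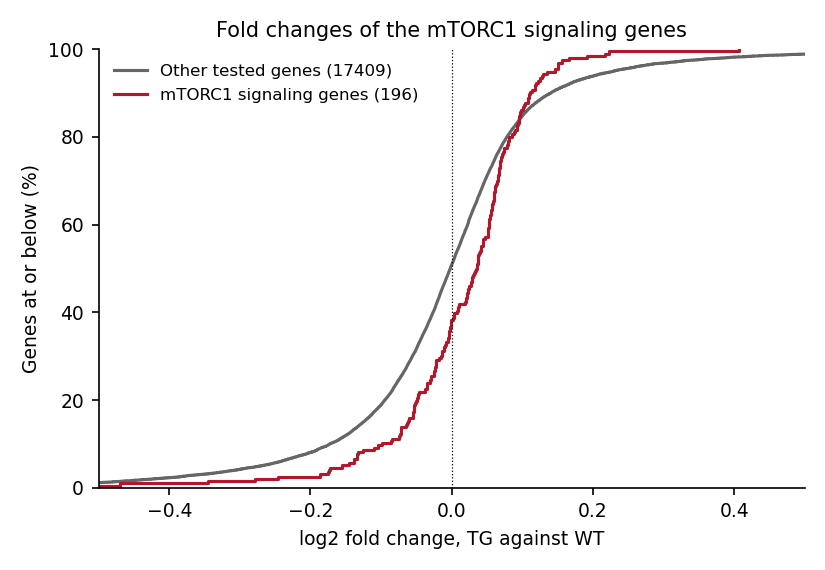
Cumulative share of genes by log2 fold change, Shank3 TG against WT (3 mice each), for the 196 mTORC1 signaling genes and for the other genes tested. The median lies at 0.04 for the mTORC1 signaling genes.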

Based on the results from GSEA, we directly investigated the striatal mTORC1 activity in *Shank3* TG mice by measuring the phosphorylation level of mTOR S2448 residue. The phosphorylation of mTOR S2448 is predominantly associated with mTORC1 (Copp et al., 2009), and reflects its activation as S6 kinase, a downstream target of mTORC1, phosphorylates the residue in a feedback loop (Chiang and Abraham, 2005). We found that the phosphorylation level of mTOR S2448 normalized to total mTOR expression was significantly decreased by approximately 15% in the striatum of *Shank3* TG mice compared to that of WT mice (Figure 1E). The total expression level of mTOR protein was not significantly altered in the striatum of *Shank3* TG mice (Figure 1E). In contrast to the striatum, neither phospho nor total mTOR protein was altered in the hippocampus of *Shank3* TG mice (Figure 1F). Altogether, these results suggest that mild overexpression of Shank3 decreases mTORC1 activity in the striatum of *Shank3* TG mice.

### Protein Interactome Analysis of Shank3 with the Upstream Regulators of mTORC1

What could be the mechanism underlying decreased mTORC1 activity in the striatum of *Shank3* TG mice? The serine/threonine kinase PKB/Akt is a key positive upstream regulator of mTORC1 that directly phosphorylates and inhibits the TSC1/TSC2 complex (Laplante and Sabatini, 2012). However, in our original report describing the *Shank3* TG mice, we showed that the activities of PKB/Akt and one of its downstream targets, glycogen synthase kinase 3 (GSK3), were normal in the striatum of *Shank3* TG mice (Han et al., 2013b). Therefore, we decided to explore alternative targets.

We have previously generated a comprehensive Shank3 protein interactome consisting of about 400 proteins, by combining the results from yeast two-hybrid (Y2H) screening (Sakai et al., 2011) and *in vivo* IP followed by mass spectrometry analysis of the mixed hippocampal and striatal tissue isolated from *Shank3* TG mice (Han et al., 2013b). As Shank3 is a core scaffold protein containing multiple protein-protein interaction (PPI) domains, it is possible that the functions of Shank3 in neurons could be largely mediated by the interacting proteins (Lee Y. et al., 2017). Notably, Sakai et al. (2011) have previously provided evidence supporting the PPI-mediated connectivity between Shank3 and mTORC1 pathway. Specifically, they showed that Shank3 and TSC1/TSC2 complex are highly connected by many interacting proteins identified by Y2H screening, and that Shank3 and TSC1 indeed form an *in vivo* protein complex in the mouse brain. In addition, Shahani et al. (2016) recently published a striatal *in vivo* protein interactome of Rhes, another upstream regulator of mTORC1, (“Rhesactome”) where Shank3 was identified as a Rhes interactor in the striatum. Therefore, we re-analyzed these interactomes (Shank3 *in vivo* + Y2H, TSC1 and TSC2 Y2H, and Rhes *in vivo*) side by side to elucidate the identity and the number of proteins interacting both with Shank3 and the upstream regulators of mTORC1. Notably, we found an overlap consisting of 94 proteins (about 24%) between the Shank3 interactome and either TSC1, TSC2, or Rhes interactome (Figures 2A–C and Supplementary Table S6). Among the 94 proteins, four interactors including Dynactin 2 (encoded by *Dctn2*), Ankyrin repeat domain 35 (Ankrd35), Pleckstrin homology like domain family B member 1 (Phldb1), and Protein interacting with C kinase 1 (Pick1) were shared by three proteins (either Shank3/TSC1/TSC2 or Shank3/TSC1/Rhes), and one interactor, α-actinin 2 (encoded by *Actn2*), was shared by all four proteins (Figures 2B,C).

**Figure 2:**
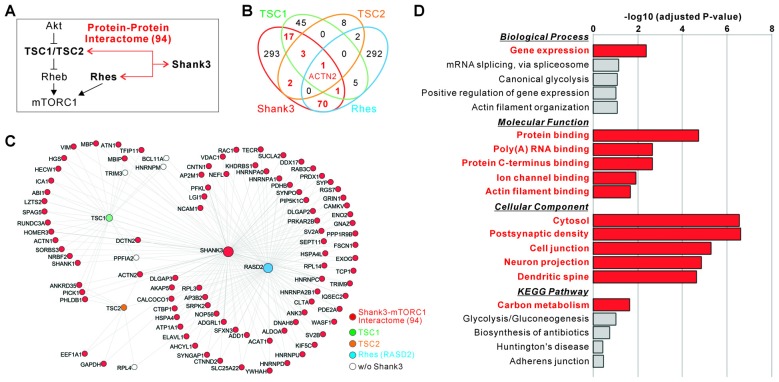
Protein interaction-mediated connectivity between Shank3 and upstream regulators of mTORC1. **(A)** The diagram shows a summary of protein interaction-mediated connectivity between Shank3 and the upstream regulators of mTORC1 (tuberous sclerosis 1, TSC1/TSC2 and Ras homolog enriched in striatum, Rhes). **(B)** The Venn diagram shows the number of interactors shared by Shank3, TSC1, TSC2 and Rhes proteins. The actin filament bundling protein, α-actinin 2 (ACTN2), is the only common interactor for all four proteins. **(C)** The interactome network of Shank3, TSC1/TSC2 and Rhes. To simplify the network, the orphan nodes, defined as nodes connected with only one of the hub proteins (Shank3, TSC1/TSC2 and Rhes), are excluded from the graphics. The nodes for 94 proteins of Shank3-mTORC1 interactome are colored in red. The complete list of interactomes for Shank3, TSC1, TSC2 and Rhes is provided in Supplementary Table S6. **(D)** Gene ontology (GO) and kyoto encyclopedia of genes and genomes (KEGG) pathway analyses of the 94 proteins of Shank3-mTORC1 interactome. Significant terms (Benjamini adjusted *P* value < 0.05) are in bold red. The complete list of analyses is provided in Supplementary Table S7.

To understand the representative biological functions or pathways of the 94 common interactors, we performed GO and KEGG pathway analysis. We found that terms including “gene expression” in the biological process category, “protein binding”, “poly(A) RNA binding”, “ion channel binding”, and “actin filament binding” in the molecular function category, and “cytosol”, “postsynaptic density”, “neuronal projection”, and “dendritic spine” in the cellular component category, and “carbon metabolism” in the KEGG pathway were significantly associated with these interactors (Figure 2D and Supplementary Table S7). Together, these results suggest a high connectivity between Shank3 and the upstream regulators of mTORC1, mediated by 94 common interacting proteins involved in defined biological pathways (for simplicity, we will refer to these 94 proteins as “Shank3-mTORC1 interactome”).

### Actin-Related Proteins in the Shank3-mTORC1 Interactome

From the GO and KEGG pathway analysis, we could identify several molecular/biological functions of the 94 proteins from Shank3-mTORC1 interactome. Among them, we hypothesized that actin regulatory pathway might be important, because ACTN2, an actin filament bundling protein (Djinovic-Carugo et al., 1999), was identified as the only common interactor for Shank3, TSC1/TSC2, and Rhes. Moreover, PICK1, a common interactor for Shank3 and TSC1/TSC2, is also involved in regulating actin cytoskeleton by inhibiting the actin-nucleating Arp2/3 complex (Rocca et al., 2008). Previously, we generated a subnetwork of Shank3 interactome consisting of only 38 actin-related proteins from the original Shank3 interactome (Han et al., 2013b). We found that among the 38 actin-related interactors of Shank3, 11 proteins (approximately 29%) were shared with the Shank3-mTORC1 interactome (Figure 3A). Specifically, we noticed that the Wiskott-Aldrich syndrome protein family verprolin-homologous protein 1 (WAVE1, encoded by *WASF1*) and Abelson-interacting protein 1 (Abi1) proteins, the critical components of the WAVE regulatory complex (WRC), and Ras-related C3 botulinum toxin substrate 1 (Rac1), the upstream regulator of the WRC, were among these 11 proteins (Figure 3A). The WRC is an approximately 400 kDa heteropentameric protein complex that consists of WAVE, Abi, Cytoplasmic FMR1-interacting protein (Cyfip), Nck-associated protein (Nap) and Hematopoietic stem progenitor cell 300 (HSPC300) and activates the Arp2/3 complex to initiate actin polymerization and branching (Takenawa and Suetsugu, 2007; Chen Z. et al., 2010; Han et al., 2015).

**Figure 3:**
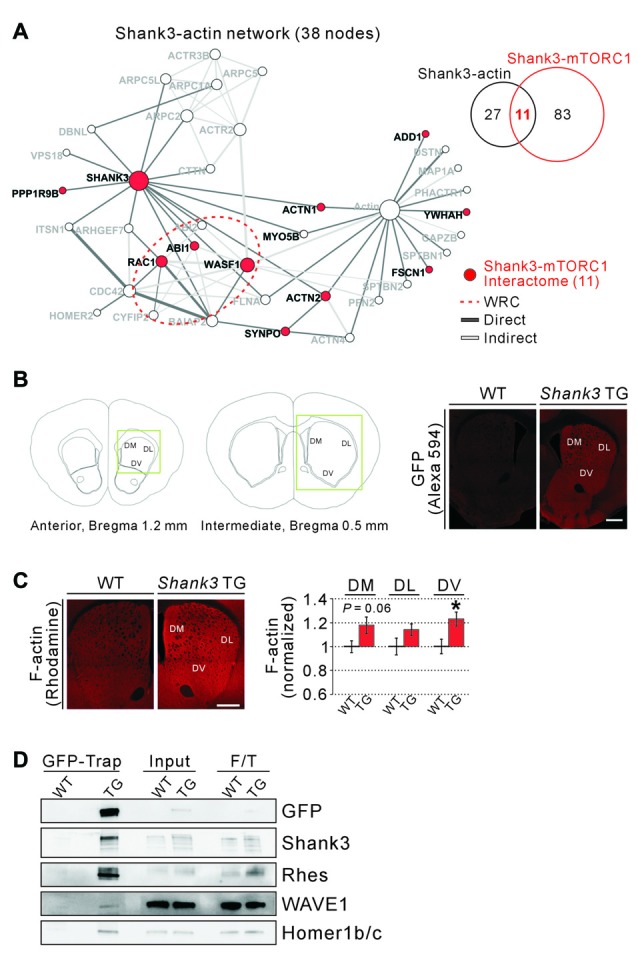
Actin-related proteins in the Shank3-mTORC1 interactome, and increased F-actin levels in the *Shank3* TG striatum. **(A)** The actin-related subnetwork of Shank3 interactome where the 11 proteins shared by the Shank3-mTORC1 interactome are colored in red. The edges of the network are colored depending on the type of interactions (direct or indirect interaction). The red dotted circle indicates the components of wave regulatory complex (WRC; WASF1; Abelson-interacting protein 1 (ABI1), ABI2 and Cytoplasmic FMR1-interacting protein 2 (CYFIP2) and Ras-related C3 botulinum toxin substrate 1 (RAC1)). **(B)** The diagrams show the atlas of mouse brain coronal sections for the striatum, and the coordinates of the exact areas where immunohistochemistry (IHC) experiments were performed (left panel). The green boxes indicate regions of interests (ROIs). Representative IHC images show expression of the EGFP-Shank3 proteins in the dorsal striatum of *Shank3* TG, but not WT, mice (right panel). DL, dorsolateral; DM, dorsomedial; DV, dorsoventral. Scale bar, 500 μm. **(C)** Representative IHC images and quantification show increased levels of F-actin in the DV, but not DM and DL, compartments of *Shank3* TG striatum. Scale bar, 500 μm. Data are presented as mean ± SEM (*n* = 7 animals per genotype; *P < 0.05, unpaired two-tailed Student’s *t*-test). **(D)** Western blot images show co-immunoprecipitation (IP) of EGFP-Shank3, Rhes, WAVE1, and Homer1b/c proteins from the *Shank3* TG, but not WT, synaptosomal lysate. For input and flow-through (F/T) lanes, 0.5% of total proteins were loaded.

This result prompted us to test whether the levels of polymerized actin (actin filament or F-actin) were increased in the striatum of *Shank3* TG mice. We previously showed that synaptic F-actin levels were increased in the cultured hippocampal neurons of *Shank3* TG mice (Han et al., 2013b). However, this has not been validated *in vivo*, especially in the striatum where Shank3 is enriched compared to other brain regions. For the analysis, we focused on the dorsal striatum, the area in which the functional and morphological changes of striatal synapses in the *Shank3* KO mice have been mainly characterized (Peça et al., 2011; Peixoto et al., 2016; Wang et al., 2016; Jaramillo et al., 2017). In addition, the dorsal striatum is closely associated with motor and executive functions (Balleine and O’Doherty, 2010) both of which are defective in mania (Marvel and Paradiso, 2004). Nevertheless, to more precisely characterize F-actin changes, we subdivided the dorsal striatum into three subareas; DL, DM and DV compartments, characterized by distinct cellular compositions, synaptic inputs/outputs, and functional roles in controlling behavior (Steiner and Tseng, 2010; Ito and Doya, 2015; Matamales et al., 2016; Figure 3B).

First, we carefully set the scanning parameters for fluorescent confocal microscopy, because *Shank3* TG mice express EGFP-tagged Shank3 proteins. Indeed, we found that under the scanning condition for Alexa Fluor 488, significant amount of signal was detected from the striatum of *Shank3* TG, but not WT, mice (Supplementary Figure S2). Therefore, we decided to use Alexa Fluor 594 and rhodamine for IHC experiments. Next, we confirmed that the EGFP-Shank3 proteins from the transgene were expressed in all three striatal subareas of *Shank3* TG mice (Figure 3B). Lastly, we measured F-actin levels by staining the striatal sections with rhodamine-conjugated phalloidin, and found that F-actin levels were significantly increased by approximately 23% in the DV compartment of *Shank3* TG mice (Figure 3C). Trends for an increase were also observed in DL (*P* = 0.14) and DM (*P* = 0.06) compartments, but the differences were not statistically significant. As a control, the intensity of NeuN staining in the three subareas of the dorsal striatum in *Shank3* TG mice was comparable to that in WT mice, suggesting a normal neuronal density in the *Shank3* TG striatum (Supplementary Figure S3).

Previously, Sakai et al. (2011) validated the *in vivo* interactions of Shank3, TSC1 and α-actinin using mouse brain lysates. Therefore, we also tested for the existence of the *in vivo* protein complex consisting of Shank3, Rhes and WAVE1 in the synaptosomal lysate from *Shank3* TG mice. We performed IP using the GFP-Trap beads to pull down EGFP-Shank3 and its interacting proteins from *Shank3* TG mice, as described previously (Han et al., 2013b; Lee Y. et al., 2017), and found that Shank3, Rhes, WAVE1 and Homer1b/c (a known interactor of Shank3) proteins were pulled down together (Figure 3D). This result is consistent with the previous study of “Rhesactome”, in which the authors performed IP using Rhes antibodies to pull down endogenous Rhes proteins from the striatal lysate of WT mice, and identified Shank3 and WAVE1 proteins in the complex using mass spectrometry analysis (Shahani et al., 2016). Together, these results suggest that certain actin-related proteins may be involved in connecting Shank3 and the upstream regulators of mTORC1.

### Associations of the Shank3-mTORC1 Interactome and *Shank3* TG Transcriptome with the Disease

Recent studies have shown that the genes mutated in neurodevelopmental and neuropsychiatric disorders such as ASD or SCZ might also be highly interconnected at the protein level (De Rubeis et al., 2014; Fromer et al., 2014). In this regard, we reasoned that neuropsychiatric disorders affected by pathological Shank3-mTORC1 interactions might be identified as those significantly associated with the 94 proteins connecting Shank3 and the upstream regulators of mTORC1. We selected three established disease-associated gene sets; psychiatric disorder-associated PsyGeNET gene sets (Gutierrez-Sacristan et al., 2015), ASD-associated Simons Foundation Autism Research Initiative (SFARI) gene set^5^, and broad human disease-associated DisGeNET gene sets (Piñero et al., 2017) and compared these gene sets with the 94 genes of Shank3-mTORC1 interactome.

We found that among the eight major classes of psychiatric disorders in the PsyGeNET, “BDs and related disorders” and “SCZ spectrum and other psychiatric disorders” were significantly associated with the 94 genes of Shank3-mTORC1 interactome (adjusted *P* = 0.000186 for both, hypergeometric test; Figures 4A,B and Supplementary Table S8). Moreover, when compared with the entire subclasses (117 psychiatric disorders) of PsyGeNET, only four disorders including “SCZ”, “BD”, “manic” and “manic mood” were significantly associated with the 94 genes (Supplementary Table S8). It is considered that BD and SCZ have many aspects in common, such as risk genes, molecular and neuronal pathophysiology, and clinical symptoms (Berrettini, 2000; Benes and Berretta, 2001; Moskvina et al., 2009). In contrast to BD and SCZ, the association between ASDs (SFARI genes) and the 94 genes was not statistically significant (Figure 4A). Lastly, among the disease classes of DisGeNET, “SCZ”, “Down syndrome”, “Alzheimer’s disease”, “seizures” and “BD” were among the top disorders significantly associated with the 94 genes of Shank3-mTORC1 interactome (Figure 4A and Supplementary Table S9).

**Figure 4:**
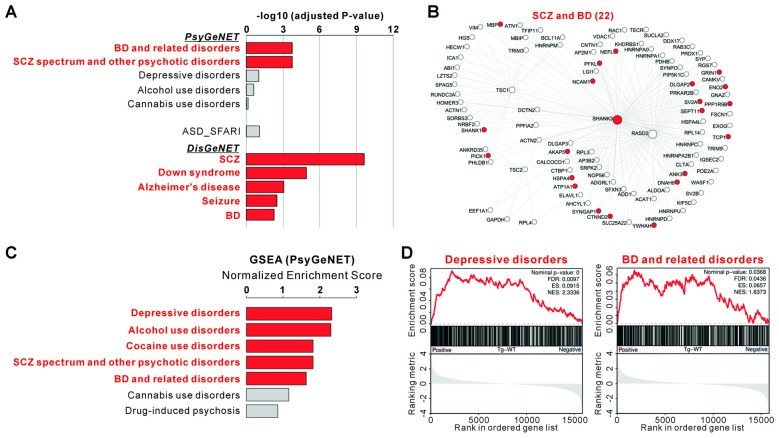
Associations of the Shank3-mTORC1 interactome and *Shank3* TG striatal transcriptome with the disease. **(A)** Disease association analysis for the 94 genes in Shank3-mTORC1 interactome. Significant disease terms (Benjamini adjusted *P* value < 0.05) are in bold red. The complete analyses are provided in Supplementary Tables S8, S9. **(B)** The Shank3-mTORC1 interactome network with bipolar disorder (BD)- and schizophrenia (SCZ)-associated proteins from Psychiatric disorders Gene association NETwork (PsyGeNET) database colored in red. **(C)** The bar graph shows the Normalized Enrichment Scores (NESs) of GSEA on the PsyGeNET gene sets for the striatal RNA-seq analysis of *Shank3* TG mice. Significant disease terms are in bold red. The complete list of GSEA is provided in Supplementary Table S10. **(D)** The enrichment plots showing the striatal RNA-seq analysis of *Shank3* TG mice on the PsyGeNET gene sets of “depressive disorders” (left panel) and “BD and related disorders” (right panel).

The above mentioned result showing a significant association between Shank3-mTORC1 interactome and BD prompted us to test whether the overall transcriptomic change in the *Shank3* TG striatum might also be associated with BD or other psychiatric disorders. We therefore preformed GSEA of the *Shank3* TG RNA-seq results with the PsyGeNET gene sets. We found that more PsyGeNET gene sets were significantly associated with the RNA-seq results than with the Shank3-mTORC1 interactome. In addition to SCZ and BD, “depressive disorders”, “alcohol use disorders”, and “cocaine use disorders” gene sets were significantly represented by the genes up-regulated in the *Shank3* TG striatum (Figures 4C,D and Supplementary Table S10). Together, these results suggest that both Shank3-mTORC1 interactome and striatal transcriptome of *Shank3* TG mice may be associated with BD.

## Discussion

The aim of this study was to elucidate the molecular pathophysiology underlying striatal dysfunction in mania. We performed striatal RNA-seq analysis of *Shank3*-overexpressing manic mouse model and identified mTORC1 signaling as the primary molecular signature. Based on the RNA-seq analysis, we examined mTORC1 activity and found that it was decreased in the striatum of *Shank3* TG mice. Although the RNA-seq analysis revealed altered mTORC1 activity, we consider that the gene expression changes related to mTORC1 signaling could be a secondary or compensatory effect of decreased mTORC1 activity for several reasons. First, the GSEA revealed that mTORC1 signaling was depicted by the genes up-regulated in *Shank3* TG striatum, which is opposite to the change of striatal mTORC1 activity. Second, Shank3 proteins mainly function at the excitatory postsynapse, and are thus less likely to directly regulate a group of genes specifically related to mTORC1 signaling. Notably, it was recently reported that Shank3 proteins can undergo synapse-to-nucleus shuttling in an activity-dependent manner, and that Shank3 localized in the nucleus may regulate the expression of several genes such as leucine rich repeat transmembrane neuronal 1 (*Lrrtm1*), synaptotagmin I (*Syt1*), and cystic fibrosis transmembrane conductance regulator homolog (*Cftr*; Grabrucker et al., 2014). However, none of these potential “Shank3 target genes” was listed among mTORC1 signaling-related genes from our RNA-seq analysis (Supplementary Table S5), suggesting that mTORC1 signaling-related genes in the striatum of *Shank3* TG mice were not directly up-regulated by nuclear Shank3 proteins.

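None of Lrrtm1, Syt1 and Cftr is among the mTORC1 signaling genes of Supplementary Table S5. Lrrtm1 (ENSMUSG00000060780; chromosome 6, 77242689 to 77257791) had 1640.1 ± 101 normalized read counts (SD, n = 3) in Shank3 TG mice and 1709 ± 84.3 (SD, n = 3) in WT mice, a log2 fold change of -0.06 (standard error 0.06, adjusted P = 0.971 by limma). Syt1 (ENSMUSG00000035864; chromosome 10, 108497650 to 109010982) had 44829 ± 2906 (SD, n = 3) in TG mice and 42590.3 ± 1345 (SD, n = 3) in WT mice, a log2 fold change of 0.07 (standard error 0.06). Cftr (ENSMUSG00000041301; chromosome 6, 18170687 to 18322768) had 83.7 ± 19.9 (SD, n = 3) in TG mice and 86.5 ± 11.4 (SD, n = 3) in WT mice, a log2 fold change of -0.07 (standard error 0.19, adjusted P = 0.988 by limma). The two-sided exact permutation test gave P = 0.5 for Lrrtm1, 0.4 for Syt1 and 0.8 for Cftr. On the log2 scale, the difference was smaller than the pooled SD between mice of the same genotype in each of the 3 genes.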

Although we did not characterize them in details, there were several interesting differentially expressed genes (DEGs) from the striatal RNA-seq analysis of *Shank3* TG mice. For example, an up-regulated *GPR85* (also called *SREB2* for super-conserved receptor expressed in brain) gene, encoding a highly conserved G protein-coupled receptor, has been associated with SCZ (Matsumoto et al., 2008; Radulescu et al., 2013). 

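Gpr85 (ENSMUSG00000048216) lies on chromosome 6 of GRCm38 from 13834458 to 13839942 on the minus strand. Its normalized read counts were 1373, 1503 and 1474 in the 3 Shank3 TG mice and 1119, 1082 and 1033 in the 3 WT mice, with means of 1450.0 ± 68.3 (SD, n = 3) and 1078 ± 43.4 (SD, n = 3). With each mouse left out in turn, the log2 fold change stayed between 0.40 and 0.47, and the adjusted P value by limma was between 0.0863 and 0.739. The gene was called by limma without a filter on low counts and by DESeq2. The gene 2610001J05Rik (ENSMUSG00000052419; 13867735 to 13871518), 28 kb away on the same strand and chosen here after its values were seen, had a log2 fold change of 0.47 (standard error 0.07, adjusted P = 0.101 by limma and 0.00146 by DESeq2). The 4 other genes tested within 1 Mb of Gpr85, which are Tmem106b, Tmem168, Bmt2 and 1110019D14Rik and were also chosen after the values were seen, had log2 fold changes between -0.21 and 0.04.

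**Figure D4:**
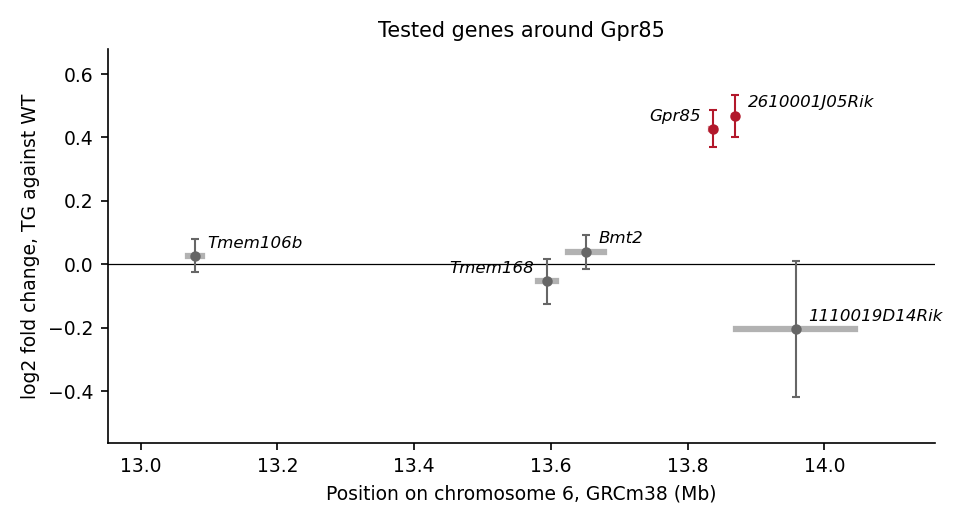
Log2 fold change, Shank3 TG against WT (3 mice each), of the genes tested around Gpr85 against their position on chromosome 6 of GRCm38 in Mb, with error bars for the standard error and thick bars for the extent of each gene. Gpr85 lies at 0.43 and 2610001J05Rik at 0.47, and the other genes lie between -0.21 and 0.04.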

Notably, the *Gpr85* TG mice mildly overexpressing GPR85 proteins display some abnormal behaviors including impaired prepulse inhibition and decreased social interaction (Matsumoto et al., 2008), which were also seen in the *Shank3* TG mice (Han et al., 2013b). Therefore, the effects from DEGs, together with decreased mTORC1 activity, might contribute to the behavioral phenotypes of *Shank3* TG mice.

To understand the detailed mechanism underlying decreased mTORC1 activity in the *Shank3* TG striatum, we re-analyzed the Shank3, TSC1/TSC2 and Rhes protein interactomes side by side. This was based on the previous reports showing the PPI-mediated connectivity between Shank3 and TSC1/TSC2 (Sakai et al., 2011), and the striatal *in vivo* Rhes protein complex (“Rhesactome”) containing Shank3 and several Shank3-interacting proteins (Shahani et al., 2016). Indeed, we could identify 94 proteins connecting Shank3 and the upstream regulators of mTORC1 (Shank3-mTORC1 interactome). However, one of the limitations of this interactome is not being strict enough to fully represent the *in vivo* connections among Shank3, TSC1/TSC2 and Rhes, because some of the interactions, especially those for TSC1/TSC2, were identified based only on *in vitro* Y2H screening. Nevertheless, Shank3-TSC1 (Sakai et al., 2011) and Shank3-Rhes (Figure 3D) interactions were validated in the mouse brain lysates, indicating the existence of protein complexes containing Shank3, TSC1/TSC2 and Rhes *in vivo*.

The mechanism underlying the decrease in mTORC1 activity in response to interactions between Shank3 and the upstream regulators of mTORC1 in the *Shank3* TG striatum remains unclear. One possibility is that Shank3 overexpression might shift or sequester TSC1/TSC2 and Rhes proteins from mTORC1 regulatory complex to actin filaments-related complex and thereby disturb the maintenance of normal mTORC1 activity. In support of this hypothesis, we found that 11 of the 94 proteins from Shank3-mTORC1 interactome, including ACTN2, WAVE1, Abi and Rac1, were associated with actin filaments, and that levels of F-actin were increased in the dorsal striatum of *Shank3* TG mice. Similarly, it was recently shown that, in the mouse striatum, RasGRP1 suppresses the inhibitory role of Rhes in amphetamine-induced dopamine receptor signaling, by promoting Rhes to form a specific protein complex (Shahani et al., 2016). Further biochemical and/or imaging analyses are necessary to fully understand the functional significance of Shank3-mTORC1 interactome in the regulation of the striatal mTORC1 activity. Moreover, we cannot exclude the possibility that altered mTORC1 activity might contribute to the increased F-actin levels in the striatum of *Shank3* TG mice. It has been shown that mTORC1 and mTORC2 regulate motility and metastasis of colorectal cancer cells via modulating Ras homolog gene family, member A (RhoA) and Rac1 signaling (Gulhati et al., 2011).

It is notable that mTORC1 activity is also decreased in the neurons with reduced Shank3 expression, due to increased steady-state levels of CLK2 (Bidinosti et al., 2016). The CLK2 phosphorylates and activates the regulatory subunit of protein phosphatase 2A (PP2A) which in turn inactivates Akt, a positive regulator of mTORC1. However, this mechanism could not explain the decrease in mTORC1 activity in the striatum of *Shank3* TG mice, where Akt activity was found to be normal (Han et al., 2013b). Thus, either loss or gain of Shank3 expression can induce a decrease in mTORC1 activity, most likely, via different mechanisms, the details of which will be an interesting topic for future research. Despite normal Akt activity in the *Shank3* TG striatum, however, treatments with certain molecules that increase Akt activity such as IGF1, might possibly rescue the decreased striatal mTORC1 activity and some behavioral abnormalities in the *Shank3* TG mice. Importantly, the treatment with IGF1 has already been shown as a promising potential therapeutic approach for the disorders caused by *SHANK3* deficiency in model system studies and a pilot clinical trial (Bozdagi et al., 2013; Shcheglovitov et al., 2013; Kolevzon et al., 2014; Bidinosti et al., 2016).

By performing Western blot experiments, we found a mild (approximately 15%) decrease of mTORC1 activity in the striatum of *Shank3* TG mice. While several types of neurons can be found in the striatum, MSNs, the GABAergic output neurons of the striatum, account for the majority (>90%) of the population. The MSNs can be further classified into D1 and D2-type neurons based on the type of dopamine receptor expressed and projection pathway (striatonigral direct pathway and striatopallidal indirect pathway, respectively; Calabresi et al., 2014). It has been reported that the excitatory synapses of MSNs in *Shank3* KO mice show morphological and functional abnormalities (Peça et al., 2011; Peixoto et al., 2016; Wang et al., 2016; Jaramillo et al., 2017). However, these studies did not address whether D1 and D2-type MSNs could be differentially affected by the loss of Shank3 expression. Importantly, Wang et al. (2017) recently showed that several striatal synaptic functions are selectively impaired in the striatopallidal D2-type MSNs in a line of *Shank3* KO (*Shank3B* KO) mice. In the same regard, the striatal mTORC1 activity of *Shank3* TG mice may be preferentially, or even specifically, decreased in the D1 or D2-type MSNs, but this decrease may be masked by normal mTORC1 activity of the remaining neuronal populations. More comprehensive analyses regarding the activities of mTORC1 in different neuronal populations of the striatum of both *Shank3* KO and TG mice will be important, especially considering that D1 and D2-type MSNs of the striatum have distinct, or even opposite, roles in controlling behavior (Kravitz et al., 2010).

Another important remaining issue is whether decreased striatal mTORC1 activity is causally associated with manic-like behaviors in *Shank3* TG mice. This issue could be addressed by testing the effects of drugs, such as IGF1, that can increase mTORC1 activity on the manic-like behaviors of *Shank3* TG mice. In this case, however, treatment during the development may be critical given the possibility that the decrease in mTORC1 activity starts during early development and chronically affects the striatum to finally result in an adult onset of manic-like behaviors. This is possible because at least Shank3 expression itself is increased starting at juvenile (approximately 3-week-old) stage in the *Shank3* TG mice compared to WT mice (Han et al., 2013b).

We found that, unlike in the striatum, mTORC1 activity was normal in the hippocampus of *Shank3* TG mice. However, we cannot exclude the possibility that mTORC1 activities in other brain regions, such as frontal cortex and cerebellum, could be altered and contribute to manic-like behaviors of *Shank3* TG mice. Interestingly, it has been shown that intracerebroventricular injection of ouabain, an inhibitor of Na/K-ATPase, increases Akt and mTORC1 activities in the frontal cortex and causes manic-like behaviors in rats (Yu et al., 2010; Kim S. H. et al., 2013). Therefore, mTORC1 activities of different brain regions might have distinct, or even opposite, roles in causing manic-like behaviors. Even with these remaining issues, our bioinformatic analysis showed that both the genes belonging to Shank3-mTORC1 interactome and the up-regulated transcriptome of *Shank3* TG striatum were significantly associated with the PsyGeNET BD genes (Figure 4). Therefore, investigating the role of these Shank3-related BD genes, together with mTORC1 signaling, in *Shank3* TG mice might enable us to fully understand the molecular mechanisms of manic-like behaviors in these mice.

In conclusion, our results suggest a decrease in mTORC1 activity in the striatum of *Shank3* TG mice that may be potentially mediated by the PPI-dependent connectivity between Shank3 and several upstream regulators of mTORC1. Decreased striatal mTORC1 activity might contribute to manic-like behaviors in *Shank3* TG mice, but further investigation is needed to validate such hypothesis. Since both Shank3 and mTORC1 signaling are implicated in a broad spectrum of neurodevelopmental and neuropsychiatric disorders, the connectivity between these two proteins may be an important converging pathophysiological pathway as well as a potential therapeutic target for the treatment of various brain disorders.

## Author Contributions

YL, SGK, BL, YZ, YK, SK and KH designed and performed the experiments. HK and KH analyzed and interpreted the data. EK discussed the project and provided reagents. YL, HK and KH wrote the article. All authors read and approved the manuscript.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

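RNA from the striatum of 3 WT and 3 Shank3 TG mice aged 12 weeks was sequenced by the authors, who trimmed the reads with Trimmomatic, aligned them with TopHat2 to GRCm38 and counted them per gene with HTSeq. The authors deposited a signal per gene and library, the gene count divided by the DESeq2 size factor of the library. The strand setting of the counting and the release of the annotation are not named in the paper's text. No library was left out, and the groups are those of the sample labels.

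In the table 29430 genes have at least 1 read in some library and 16648 are listed at 0 in every library, and 45229 of all genes were matched by Ensembl identifier to GENCODE M21. Read counts were recovered by dividing each library's values by the smallest value above 0, which gave whole numbers within 0.01 for 100% of values in each library. The recovered totals were 36647626, 27858248 and 32342629 for TG replicates 1, 2 and 3 and 27689589, 33575536 and 32087895 for WT replicates 1, 2 and 3, between 39.9% and 40.4% of the mapped reads that Supplementary Table S1 reports. The sequencing was paired-end, and a count can stand for a pair of reads, so this is not the share of reads assigned to genes. The values of the 1995 genes of Supplementary Table S2 that were at hand differed from the deposited ones by at most 0.00049%. The rest of that table was not used here. Between any 2 libraries, the Pearson correlation of the log2 values was between 0.992 and 0.995, and the squared differences exceeded the counting error by factors between 4.96 and 13.5, so no library was a copy of another.

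The main test was limma with a mean-variance trend on log2(value + 1) over the 17605 genes with a mean of at least 10, with Benjamini-Hochberg adjustment at 0.05. DESeq2 (no prior on the fold change), edgeR's quasi-likelihood test and limma-voom on the recovered read counts were alternatives, as was DESeq2 with a zero-centred prior on the fold change and an empirical null. The paper's methods describe an empirical null, for which the SD of the null was fitted here to the central 75% of the statistics, in place of the fdrtool package. The other alternatives were TMM scaling, library totals, no filter, a mean of at least 50, pseudocounts of 0.5 and 5, each library left out, the replicate number as a block, corrections for GC content and gene length per library (loess, span 0.3), the summed choroid plexus or cortical markers as a covariate, and an adjusted P value of 0.1. These settings and the main test of each comparison were set before the data were examined. Several tests of explanations were chosen later and are named in the closing section. Settings added afterwards were the prior with 4 forms of the null distribution without a filter, and a background of protein-coding genes.

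The mTORC1 signaling genes came from Supplementary Table S5, which gave 196 genes tested. The enrichment score was computed on the signed -log10 P value, the form that the ranking column of that table takes, and not on the product of fold change and inverse P value that the paper's methods describe, with classic scoring and 1000 random gene sets (seed 7). Sets were also tested with camera (preset correlation 0.01), with camera with an estimated correlation and with fry. The 94 genes of the paper's Shank3-mTORC1 interactome (93 matched and tested) and the paper's whole Shank3 interactome (377 tested) were tested in the same way. So were 14 lists of marker genes, which were written before the test and name choroid plexus, cortical excitatory neurons, medium spiny neurons, thalamus, oligodendrocytes, astrocytes, microglia, endothelial cells, immediate early genes, glucocorticoid-induced genes, clock output and negative limb genes, clock positive limb genes, ribosomal proteins and oxidative phosphorylation subunits. The other Hallmark sets and the PsyGeNET sets were not analysed here.

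Genes named in the text are those the paper names as changed or as possible Shank3 targets, the genes of Figure 1B, up to 5 genes called in each direction, the 5 mTORC1 signaling genes with the smallest P value in each direction, the mTORC1 regulators and actin proteins the paper names, the 5 annotated genes on either side of Shank3, the most abundant members of each marker list and those in Supplementary Table S3, and Gapdh. Values in the paper's tables had been seen when this rule was written. Genes named outside it are marked where they appear.

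The fits were tested on simulated data. With read counts simulated for 3 against 3 libraries and 200 of 17605 genes changed, limma called 117 genes, 7 of them unchanged. It recovered 75% of the genes with a log2 fold change of 1, 52% of those at 0.5 and 18% of those at the smallest fold change simulated. Genes were drawn independently, without effects shared within a library, and the planted changes ease the Benjamini-Hochberg threshold. The rates therefore need not hold for the real libraries. The enrichment test of the mTORC1 signaling set was run on 200 simulated rankings for each shift. Each gene drew an independent normal score, and randomly chosen members, as many as in the set, were shifted. The test called these members higher in 3% of runs with no shift. With a shift of 0.2 SD of that score it called them in 61%, and with 0.3 SD in 95%. No libraries were simulated, so these rates do not cover correlated genes in 3 against 3 mice. Versions were R 4.3.3, limma 3.58.1, edgeR 4.0.16, DESeq2 1.42.0, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.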

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

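The tests of the counting of transgene reads, of the wider region of chromosome 6, of TG replicate 1 alone, of Clic6 in TG replicate 2, of the glucocorticoid-induced genes without WT replicate 1 as the deciding value, of GC content and length for the ribosomal protein genes, and of other splits for the marker lists were chosen only after the result was seen. The flagged genes and marker lists below lie outside those the paper discusses, but some lists hold genes that the paper reports as changed. These are Clic6 and other genes of Supplementary Table S3.

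Gm15609, a lincRNA on chromosome 15 (89520096 to 89523677), had a log2 fold change of 1.58 (standard error 0.21, adjusted P = 0.0824 by limma and 3.03e-06 by DESeq2). Its normalized read counts were 111, 149 and 128 in TG mice and 41.2, 31.8 and 56.9 in WT mice. It lies within Shank3 on the opposite strand and shares 271 of its 2960 exon bases with exons of Shank3. Among the annotated neighbours on both sides, the 8 tested outside Shank3 reached a log2 fold change of at most 0.12, so a rise of the region around Shank3 is not seen. Reads of the transgene counted on the overlapping gene are a candidate explanation, and its other exon bases lie outside the exons of Shank3. A rise of the gene's own RNA stays open, since counts per gene cannot tell these sources apart.

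The gene 2610001J05Rik on chromosome 6, chosen after its values were seen, had a log2 fold change of 0.47 and normalized read counts of 762, 762 and 820 in TG mice against 563, 594 and 537 in WT mice. It lies 28 kb from Gpr85 and was called by DESeq2. A change of a wider part of the chromosome is argued against by the median log2 fold change of -0.0137 over the 4 other genes tested within 1 Mb. A local change of these genes with the genotype stays open and was not tested further.

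The marker lists were tested with camera at a preset correlation, and 5 of the 14 lists had a Benjamini-Hochberg adjusted P value under 0.05. With the correlation estimated from the data 0 lists were called, and 0 by fry. At an unadjusted P value the microglia list alone passed 0.05 in both (0.0466 and 0.0471). Of the 10 splits of the 6 libraries into 3 and 3, 9 called as many lists as the real one, so chance cannot be excluded. Camera sets genes against other genes, and an exact permutation of 3 mice against 3 cannot go below 0.1. No list shares a gene with another.

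The choroid plexus markers had a median log2 fold change of 0.86 (18 of 19 genes higher, camera P value of 6.73e-10, adjusted 4.71e-09, as small in 4 of the 10 splits). Of the 20 genes on the list, 14 had a WT mean of at least 10, and 2, Clic6 and Sostdc1, are in Supplementary Table S3. The list was not called without TG replicate 1 (0.129). In that library the 17 other markers had a median log2 ratio of 2.58 to the WT mean, with 17 of 17 above it, and Ttr, the most abundant, had 13701 normalized read counts, against 1122 and 204 in TG replicates 2 and 3 and between 120 and 432 in WT mice. More choroid plexus tissue in TG replicate 1 is a candidate explanation for the values of Clic6 and Sostdc1 in that library. Sostdc1 also had log2 ratios to the WT mean of 1.30 in TG replicate 2 and 0.79 in TG replicate 3. In TG replicate 3 the 17 other markers had a median of -0.25, with 4 of 17 above the WT mean. Sostdc1 had 28.1 and 19.5 normalized read counts in these 2 libraries, so its values there rest on few reads and decide little. In TG replicate 2, Clic6 was 193 above the WT mean, whereas the excess of Ttr would bring 14.6 in the proportions of TG replicate 1. The 17 other markers had a median log2 ratio of 0.63 to the WT mean in TG replicate 2, with 12 of 17 above it. Their rise goes with some choroid plexus tissue in that library. Clic6 had a log2 ratio of 0.73 there and of 0.85 in TG replicate 1, where these markers had 2.58. Its rise in TG replicate 2 was therefore larger than the markers would bring in the proportions of TG replicate 1. Ttr and the other markers thus both leave part of the Clic6 value in TG replicate 2 without an account. As the proportions come from 1 library, choroid plexus tissue and a rise of Clic6 with the genotype cannot be told apart there. The paper reports qRT-PCR for some of its changed genes and lists primers for Clic6, a separate assay that was not examined here.

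The glucocorticoid-induced genes had a median log2 fold change of 0.14 (16 of 18 higher, camera P value of 3.68e-08, adjusted 1.72e-07, as small in 1 of the 10 splits, the real one), and 3 of them, Tsc22d3, Lcn2 and 8430408G22Rik, are in Supplementary Table S3. All 18 had a WT mean of at least 10. With the preset correlation the whole list was called in each of 27 settings, with a camera P value of 0.00195 without WT replicate 1, the highest with 1 library left out. The 15 genes outside that table had a camera P value of 9.43e-05, and of 0.111 without WT replicate 1, the library with the lowest values of the list. With the estimated correlation the 15 genes had 0.100 and by fry 0.188. For the 3 genes in the table, a glucocorticoid or stress response in the TG mice and a chance difference cannot be told apart, since the call of the other 15 rests on WT replicate 1 and on the preset correlation.

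The medium spiny neuron markers had a median log2 fold change of -0.11 (13 of 15 lower, camera P value of 0.00157, adjusted 0.00439, as small in 5 of the 10 splits), and each of the 15 had a WT mean over 100. The list was not called without TG replicate 1 (0.866), without TG replicate 3 (0.0354, over the threshold once adjusted) or without WT replicate 3 (0.140). TG replicate 1 alone may account for it, and a different share of tissue in that dissection stays open.

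The microglia markers had a median log2 fold change of -0.11 (8 of 8 lower, camera P value of 7.84e-05, adjusted 0.000274, as small in 1 of the 10 splits, the real one), and all 8 had a WT mean over 100. TG replicate 1 alone is argued against by a camera P value of 0.00604 without it. Fewer microglia, a lower expression of these genes with the genotype and a chance difference stay open.

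The ribosomal protein genes had a median log2 fold change of -0.0751 (68 of 78 lower, camera P value of 7.98e-16, adjusted 1.12e-14, as small in 2 of the 10 splits), 76 of the 80 genes on the list had a WT mean over 100, and 2 are in Supplementary Table S3. At the preset correlation, the camera P value was 4.28e-15 after the GC correction and 9.36e-12 after the length correction. Neither correction thus removed the call at that setting. With the estimated correlation, camera gave 0.152 for the uncorrected values, and fry gave 0.155. Reads shared between these genes and pseudogenes were not tested for and stay open, as do a chance difference and a difference with the genotype.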

How the results depend on the processing

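The settings that combine a prior with no filter on low counts, and the protein-coding background, were chosen only after the result was seen.

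Shank3 had a log2 fold change between 0.82 and 1.14 over 27 settings and was past the threshold in each. The mTORC1 signaling NES lay between 1.89 and 4.11 over 30 settings. Its gene set permutation P value was at the smallest the random sets can give in each, and so says nothing about stability. The genes of Supplementary Table S3 that were tested kept the sign the table gives, 37 of 37 with a mean of at least 50 and 39 of 39 in the other settings.

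The count of genes past the threshold was 1 in the main test, with 1 higher and 0 lower. By limma 758 genes passed an unadjusted P value of 0.05, by edgeR 771, by DESeq2 431 and by limma-voom 746. The limma count was 1327 without TG replicate 1, 1028 without TG replicate 2, 502 without TG replicate 3, 1191 with the choroid plexus covariate and 1234 without a filter. The count was 7 by DESeq2, 20 with the prior and empirical null, 5 without a filter, 3 with the cortical covariate and 4 at an adjusted P value under 0.1. Each library left out in turn gave between 1 and 2, with 2 without TG replicate 2, which added Plk5, and 2 without TG replicate 3, which added Prlr, a gene outside the naming rule. Without a filter, the settings with a prior gave 494 genes with the empirical null, 5 with the standard normal null, 45 with the null SD implied by the paper's P values and 49 with a null SD per bin of mean count. The genes of Supplementary Table S3 among those called were 1 in the main test, 5 by DESeq2, 16 with the prior and empirical null, 3 without a filter and 2 with the cortical covariate. They were between 1 and 2 with each library left out, and 39, 3, 39 and 10 in the settings with a prior and no filter, in the order above. The number of tests and the null distribution differ between these settings by construction, and the cause of the other changes was not tested.

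The count of genes over 1.2-fold was 1603 in the main test, 5 in each setting with a prior, which shrinks fold changes, 9952 without a filter and 396 with a mean of at least 50. It was between 1903 and 2066 with each library left out.

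The camera P value of the mTORC1 signaling set was 0.00154 in the main test, 0.281 on log2 fold changes and 0.0527 by fry, where it no longer passed, and between 0.000842 and 0.0450 with each library left out. The cause was not tested.

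The Shank3-mTORC1 interactome had a camera P value of 0.897 in the main test and was not called in any of 29 settings. Its direction turned to lower with 0.906 with the choroid plexus covariate, 0.958 with the cortical covariate and 0.993 with the replicate block, and in 3 of the settings without 1 library, without TG replicate 1 (0.832), TG replicate 3 (0.682) and WT replicate 3 (0.963), in a range of 0.380 to 0.963. The whole Shank3 interactome (0.113) was called higher without TG replicate 2 (0.00875), with the GC correction (0.00604), with the replicate block and GC correction (0.00684) and in the settings with a prior and no filter (0.0260). With each library left out it lay between 0.00875 and 0.503. The cause was not tested.

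Of the marker lists, 5 were called in the main test, 0 by fry and 0 with the estimated correlation, and between 5 and 7 with each library left out. Calls gained were those of the immediate early and astrocyte lists (lower) without TG replicate 1, the cortical (higher) and oxidative phosphorylation (lower) lists without TG replicate 2, the thalamus list (higher) without TG replicate 3, the endothelial cell and oligodendrocyte lists (lower) without WT replicate 2, and the oxidative phosphorylation and astrocyte lists (lower) without WT replicate 3. For the genes named, 2569 values under alternatives were computed, of which 2414 kept direction and side of the threshold, 52 moved by more than the spread between mice and 103, in 34 genes, passed the threshold.

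The replicate number as a block gave 1 gene past the threshold, as did the block with the GC correction. Libraries with the same number deviated from their group means with correlations of 0.0474, 0.0163 and 0.0928 over genes. These values give no clear sign that the numbers pair the mice. They cannot exclude it, since libraries with different numbers are not set beside them here.

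The background of genes with a human symbol was not run, since human symbols were at hand for part of the genes only. Genes with a mean under 10 were not tested in the main test, and at this depth their fold changes rest on few reads.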

Differences from the paper's values

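The settings with a prior and no filter named below were chosen only after the result was seen.

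The paper gives 22 up-regulated and 17 down-regulated genes, and the values here are 1 and 0 by limma, where 758 genes passed an unadjusted P value of 0.05, with 1 higher gene by edgeR and 7 genes by DESeq2. None of the 23 alternatives set before the data were examined gave counts within 1.5 times the paper's for either direction. Among them, DESeq2 called 5 of the 39 genes of Supplementary Table S3, the prior with the empirical null 16, limma without a filter 3, limma without TG replicate 2 called 2, and limma with the cortical covariate 2. At an adjusted P value under 0.1, limma also called Gpr85 and Plk5 (each 0.0824). With the prior, no filter and the null SD of 0.722 that the paper's P values imply, 27 genes were called higher and 18 lower. This setting was chosen after seeing the values and drops 0 of the paper's 39 genes, which follows in part from taking the SD from the paper's own P values. With a null SD per bin of mean count, also chosen after seeing the values, 29 were called higher and 20 lower, and 29 of the paper's 39 genes were dropped. With the empirical null fitted without a filter, chosen after seeing the values, 494 genes were called, with 0 of the 39 dropped, and with the standard normal null, likewise chosen afterwards, 5 genes, with 36 dropped.

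For Shank3 the paper gives a fold change of 1.77 and the value here is 2.07. The paper's value for Gpr85 is 1.23, against 1.34 here. Clic6 has 1.16 in the paper and 1.47 here. For Plk5 the paper's -1.28 stands beside -1.48, for Igfn1 the paper's -1.19 beside -1.60 and for Id3 the paper's -1.16 beside -1.28. Of the 22 alternatives set before the data were examined, DESeq2 with the prior and empirical null, of which the paper's methods describe the empirical null, gave values within the error of the paper's for all 6 genes. For Clic6 so did the settings without TG replicate 1, without TG replicate 2 and with the choroid plexus covariate, and for Igfn1 the setting without TG replicate 2. The remaining alternatives did not. The same prior without a filter, chosen after seeing the values, gave fold changes of the 39 genes within 0.00201 of the paper's on the log2 scale.

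The paper ranks Shank3, Gpr85 and Clic6 first among the up-regulated genes and Plk5, Igfn1 and Id3 among the down-regulated ones. Within the same list, the largest log2 fold changes here were those of Lcn2 (1.74), Sostdc1 (1.68), Shank3 (1.05), 8430408G22Rik (0.81), Clic6 (0.55) and Gpr85 (0.43). The lowest were those of Igfn1 (-0.68), Plk5 (-0.57) and Id3 (-0.35). Without TG replicate 1, Lcn2 had 1.24, Sostdc1 1.04 and Shank3 1.01. With the prior, the paper's 3 leading genes in each direction led here as well.

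The paper places oxidative phosphorylation among the gene sets represented by up-regulated genes. A list of oxidative phosphorylation subunits drawn up here, which is not the Hallmark set, had 34 of 90 genes higher, with a median log2 fold change of -0.01 and a camera P value of 0.0609. The Hallmark set was not analysed here. For the mTORC1 signaling set the NES here was 3.37 and the paper's 3.45298.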

Other observations

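The tests of the null distribution, of the splits for the NES, camera and interactome results, of choroid plexus tissue for the mTORC1 signaling genes, and of GC content for the genes of Supplementary Table S3 were chosen only after the result was seen.

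Of the 10 splits of the 6 libraries into 3 and 3, 3 gave at least as many genes past the threshold by limma as the real one. The split of TG replicate 1 with WT replicates 2 and 3 against the rest gave 9. The NES of the mTORC1 signaling set was as large in 1 of the 10 splits, the real one, and the next largest was 2.36. The gene set permutation P value was also under 0.05 in 4 of the 9 splits that mix the genotypes, at 0.00398 in 3 of them and 0.0119 in 1. For the camera P value of the set, 1 of the 10 splits gave a P value as small, and for the Shank3-mTORC1 interactome 10 of 10 did. For the number of genes and for these sets the splits cannot exclude chance, since 10 splits cannot give a share under 0.1. They say nothing against Shank3 itself, which had an adjusted P value of 7.04e-05 by limma.

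The difference between the number of genes in Supplementary Table S3 and the number called here may lie in the null distribution. With the prior and no filter, the statistics gave 5 genes against the standard normal null, whereas a null SD of 0.722 gave 45. Genes with low counts may narrow the null. The fitted SD was 0.567 without a filter and 0.782 with genes of a mean under 10 left out, so these genes lower it, but it stayed under that of the most abundant genes without them. By mean count, the SD was 0.324 for genes with a mean under 1, 0.676 from 1 to 10, 0.657 from 10 to 100, 0.771 from 100 to 1000 and 0.970 at 1000 and over, and 29 of the 39 genes were lost when the SD was fitted within these 5 bins. Of the 29, 22 had a mean of at least 1000. Whether genes with low counts set most of the narrow null therefore stays open.

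Over 17519 genes, the log2 fold change followed GC content with a Spearman correlation of -0.28 across genes, which are not independent replicates, and of -0.02 after the correction. The deviation of a library from the mean followed GC content with correlations of 0.14, -0.32 and -0.20 in TG replicates 1, 2 and 3 and between 0.05 and 0.19 in WT mice. The genes of Supplementary Table S3 had a median GC content of 45.3% where higher and 55.6% where lower, against 49.5% for the genes tested. GC content as the whole cause is argued against for Shank3, the gene called, by its log2 fold change of 1.14 after the correction, and gene length by 1.04. After the GC correction the 39 genes kept a median of 90.2% of their log2 fold change (41.7% to 117%) and 39 kept the sign.

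For the mTORC1 signaling genes, GC content as the whole cause is argued against by an NES of 2.72 and a camera P value of 0.00774 after the correction. Choroid plexus tissue in TG replicate 1 as the whole cause is argued against by an NES of 2.44 and a camera P value of 0.0450 without that library, and by a camera P value of 0.0379 with the choroid plexus covariate, both near the threshold. Correlation between genes stays open, with a camera P value of 0.0101 at the estimated correlation and 0.0527 by fry, because the splits are too few. The estimated correlation was 0.00204, under the preset 0.01, so a larger correlation does not account for the 0.0101. A difference with the genotype stays open as well.

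For Shank3, copies of neighbouring genes carried with the transgene are argued against by a median log2 fold change of -0.00386 over the 8 neighbours tested outside it, which lay between -0.14 and 0.12. More cortical tissue in the TG libraries could not be tested with the cortical markers as a covariate. The markers were near balance between the groups, so the covariate could hardly move a fold change. Shank3 kept 1.05, and 1603 genes were over 1.2-fold with and without it. For TG replicate 2 alone, more cortical tissue is argued against. The cortical markers had a median log2 ratio of -0.27 to the WT mean there, while Shank3 had 28308.5 normalized read counts. The cortical markers themselves had a median of -0.0103 (6 of 13 higher, camera P value of 0.913), which decides little by itself since their members went both ways, and the list was called higher without TG replicate 2 (1.74e-06).

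Clock output and negative limb genes had a median log2 fold change of 0.0263 (4 of 7 higher, camera P value of 0.666) and clock positive limb genes 0.0283 (2 of 3 higher, 0.329). Libraries collected at different times of day cannot be told apart from no difference, since both medians lie near 0 with members that go both ways. Among the remaining lists, the camera P value was 0.144 for thalamus markers (6 of 8 higher), 0.373 for oligodendrocyte markers (6 of 10 lower), 0.105 for astrocyte markers (5 of 8 lower), 0.579 for endothelial cell markers (5 of 8 lower) and 0.419 for immediate early genes (5 of 10 lower). Adjusted over the 14 lists, the lists not called lay between 0.142 and 0.913. Each gene of the remaining lists named here had a WT mean of at least 10, and none is in Supplementary Table S3.

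The RNA of the 93 genes of the Shank3-mTORC1 interactome that were tested did not differ as a set (46 higher, camera P value of 0.897). Of the whole Shank3 interactome, 213 of 377 genes were higher (0.113). The log2 fold change was 0.07 for Mtor, 0.00 for Rptor, 0.04 for Tsc1, -0.03 for Tsc2, 0.03 for Rheb, -0.09 for Rasd2, 0.00 for Rasgrp1, -0.02 for Actn2, 0.05 for Wasf1, 0.06 for Abi1 and 0.05 for Rac1. None was past the threshold by limma. Gapdh had a log2 fold change of -0.04.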
